A study of Mus musculus with 33 samples.

How the data were processed

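Total RNA was sequenced from mouse retinal progenitor cells, the dividing cells that give rise to the neurons and Muller glia of the retina, taken from C57BL/6J retina at embryonic day 14. Per the labels, the cells were left untreated, primed or induced towards cones with COCO protein, or primed or induced towards rods with taurine and retinoic acid. COCO is a secreted antagonist of BMP, Wnt and TGF-beta signalling. RNA was extracted with a Takara kit for picogram inputs and libraries were made with a Takara low-input kit. The labels do not describe the growth protocol, so how long each factor was kept in the medium is not known here.

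The count tables deposited by the authors hold unnormalised read counts for 47729 genes, with 5 summary lines for reads not assigned to a gene. Per the file headers, the abundance tables deposited by the authors hold TPM, FPKM and coverage (a per-base read signal) for each gene. The aligner, the counting tool, the strand setting and the genome build are not stated. Gene positions in the abundance tables were compared with GENCODE release M21 on mouse genome build GRCm38. Of the 47224 genes found in that release, 40773 had the same position and 47200 overlapped, so positions are given on GRCm38. In 8 of the abundance tables, names of 27 genes had been turned into dates, and genes were therefore matched by identifier. Counts were the basis of all comparisons, TPM was used only as an alternative, and FPKM and coverage were checked but not used.

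Counts assigned to genes ranged from 7511837 to 19166442 per library. A floor of 3 counts, the limit that a count of 0 allows, corresponded to 0.174 to 0.407 CPM (counts scaled to library size by edgeR) across libraries. A group was taken as at the floor where each of its libraries had 3 counts or fewer. Counts above 0 allow true levels above that floor, and the other group's mean was used without its error. Folds given as "at least" are therefore folds against the floor and not strict lower limits. Reads were counted after PCR without molecular identifiers, so floors cover counting error only.

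The 33 libraries were grouped by treatment and day as the labels give them, with 3 libraries in each of 11 groups. Genes were filtered with filterByExpr of edgeR by group at a minimum count of 10, which left 18150 of the 32488 genes with any count. Libraries were scaled by TMM, and 1 quasi-likelihood model without robust dispersion was fitted to all 33 libraries (edgeR 4.0.16 and limma 3.58.1 in R 4.3.3). Cone was compared with rod at days 0, 5, 12, 21 and 35 and over the mean of days 5 to 35. Each primed group was compared with untreated cells, and each later day with the primed cells of the same condition. An F test on 4 degrees of freedom asked whether the cone minus rod difference changed with day. Where a group was at the floor, folds were computed against the floor, and for the mean of days such days were set to that bound, or to 0 where that bound was under 1-fold or both groups were at the floor, a step added after seeing the data. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. Error terms on log2 fold changes are standard errors (SE) from the model. Principal components used log2 CPM, and figures and tables of levels used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

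Marker lists were drawn up for 18 classes: cone photoreceptor, rod photoreceptor, shared photoreceptor, retinal progenitor, cell cycle, retinal ganglion cell, amacrine and horizontal cell, bipolar cell, Muller glia, astrocyte, retinal pigment epithelium, lens, microglia, endothelium, mesenchyme, retinoic acid response, BMP response and Wnt response. No gene was on more than 1 list. They were tested by fry in 10 comparisons, and p-values were adjusted over the 180 tests. The groups, comparisons, lists, alternatives and the rule for naming genes were chosen before the data were examined. Under that rule, Sox15 and a fixed set of other genes are always named, here Nrl, Nr2e3, Opn1sw, Opn1mw, Arr3, Gnat2, Thrb, Crx, Otx2 and Mki67. In each comparison the 2 largest rises and 2 largest falls are named among called genes with a mean log2 CPM of at least 1 and no overlap between the groups' libraries. Symbols made of Gm and digits or ending in Rik were passed over. For the mean of days the gene had to move the same way at all 4 days. For the change with day, the 3 smallest p-values under the same filter are named. Some genes that the rule names are not reported here, and no others were put in their place.

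The same steps were tested on simulated data of 18150 genes, of which 17519 passed the filter and 200 had been changed. At a 2-fold change 45% of the changed genes were recovered, and at a 4-fold change 75%, with 100% in the right direction. There were 6 false calls, and 0 in a comparison without change. Of the genes given a change with day, 44% were recovered. A list changed by 2-fold ranked 2 but was not called (adjusted p by fry 0.169). A list changed by 8-fold, added after that miss, was called (adjusted p by fry 1.42e-06).

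The alternatives were DESeq2's size factors (RLE), no filter on low counts, a filter at a mean of 1 CPM, DESeq2 1.42.0, voom with sample quality weights, a model of the compared libraries only, counts thinned to the smallest library, camera for lists, a block for replicate number, untreated cells as the baseline, leaving out each library or replicate number in turn, and limma on the deposited TPM with a pseudocount of 1 or 0.1 for named genes. An alternative without ribosomal-RNA-like and mitochondrial genes, and the change with day without 1 library, were added after seeing the data.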

Results

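RNA sequencing counts were obtained from 33 libraries of mouse retinal progenitor cells in 11 groups of 3. At day 0 there were untreated, cone primed and rod primed cells, and at days 5, 12, 21 and 35 there were cone induced and rod induced cells. Total counts in genes ranged from 7511837 to 19166442 per library, with a median of 12985662, and 20432 to 23476 genes had at least 1 count. Genes received 26.9% to 34.9% of all counted reads. Within gene counts, 10 genes annotated over ribosomal RNA sequence took 22.6% to 37.6%, a set chosen after the values were seen, and mitochondrial genes took 7.42% to 21.0%. The common biological coefficient of variation was 0.213, and by group it ran from 0.139 in rod primed cells to 0.355 in rod cells at day 12. The labels name no sequencing or library batch, so comparisons within batches could not be made.

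The main source of variance between libraries was the day of culture. Principal component 1 held 60.2% of the variance, component 2 held 8.44% and component 3 held 7.38%. On component 1 day 0 libraries lay between -133 and -80.7, day 5 libraries between -82.6 and -45.3, and day 21 and day 35 libraries between 75.9 and 129. Day 12 libraries lay between -11.9 and 69.3, and the lowest of these was rod day 12 replicate 2.

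**Figure D1:**
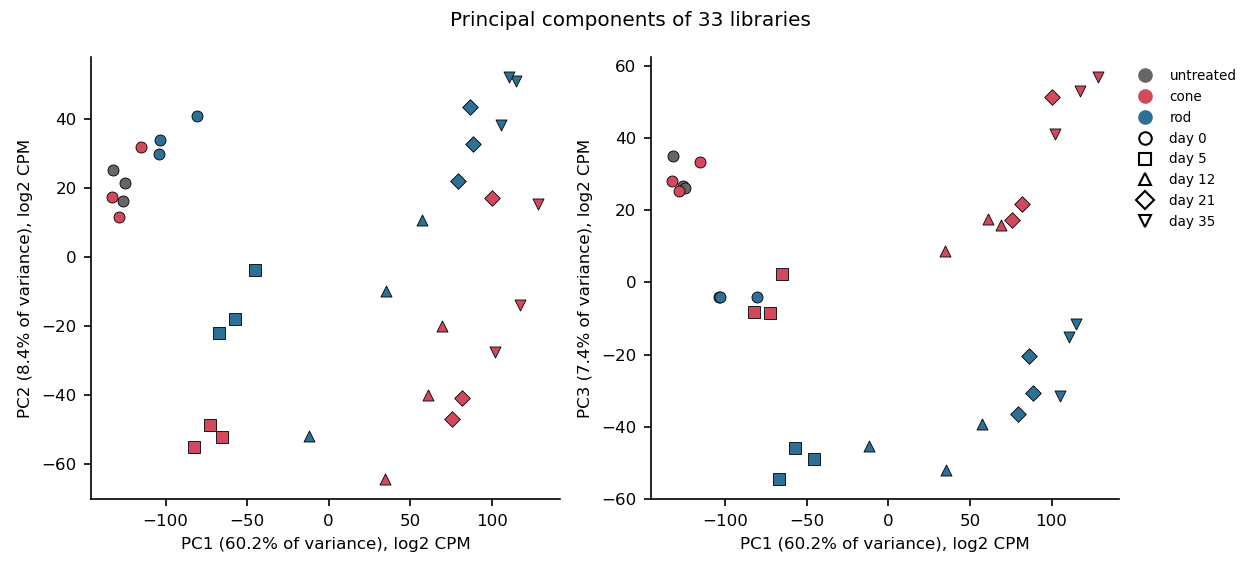
Principal components 1 to 3 of log2 CPM for the 33 libraries, 1 point per library, coloured by condition and marked by day. Component 1, with 60.2% of the variance, orders the libraries by day of culture.

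The comparison of primed with untreated cells at day 0 asked what priming alone did. Between cone primed and untreated cells 0 genes were called by edgeR, and 200 genes had an unadjusted p under 0.05. Between rod primed and untreated cells 1864 genes were called, 1217 higher and 647 lower in rod primed cells, and 4408 had an unadjusted p under 0.05. This count fell to 829 without rod primed replicate 3 and rose to 3768 with voom quality weights, which moved it most among the alternatives that kept all libraries. The higher share of called genes went from 65.3% to 53.6% with voom and 52.8% with the compared libraries only. The largest rises were in Csn3, at least 86.9-fold higher (adjusted p 1.07e-07), and Tnfrsf1b, at least 59.5-fold higher (adjusted p 4.67e-08). The largest falls were in Podn, with a log2 fold change of -3.45 ± 0.45 (adjusted p 8.25e-06), and Npy, with -3.43 ± 0.81 (adjusted p 0.00689, or 0.0616 without rod primed replicate 3). Each of these genes had n = 3 per group with no overlap between groups, which 10% of genes show by chance at this number of libraries.

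Cone and rod libraries of the same day were compared to ask how the 2 conditions differed. At day 0, 1320 genes were called by edgeR, 454 higher and 866 lower in cone primed cells. At day 5, 1685 genes were called (632 higher, 1053 lower). The counts were 1833 at day 12 (1085 higher, 748 lower), 1633 at day 21 (1063 higher, 570 lower) and 2229 at day 35 (1411 higher, 818 lower). Genes changed by 2-fold or more numbered 648 at day 0, 930 at day 5, 979 at day 12, 973 at day 21 and 1336 at day 35. Over the mean of days 5 to 35, 5048 genes were called (2825 higher, 2223 lower). Among the alternatives that kept all the libraries compared, voom quality weights moved the counts most at day 0 (3200), day 5 (3371), day 21 (3699) and over the mean of days (6679), and the model of the compared libraries only moved them most at day 12 (363) and day 35 (1456). The higher share of called genes at day 0 rose from 34.4% to 51.8% in the latter model. The main model shares its spread over groups that differ in spread, so its counts at different days are not directly comparable. Leaving out 1 library gave as few as 573 genes at day 0 (without cone primed replicate 3), 891 at day 5 (without rod day 5 replicate 1) and 986 at day 12 (without cone day 12 replicate 3). The lowest counts were 952 at day 21 (without rod day 21 replicate 3) and 1460 at day 35 (without rod day 35 replicate 1). Over the mean of days, leaving out replicate 3 of every group gave 2574 genes.

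**Figure D2:**
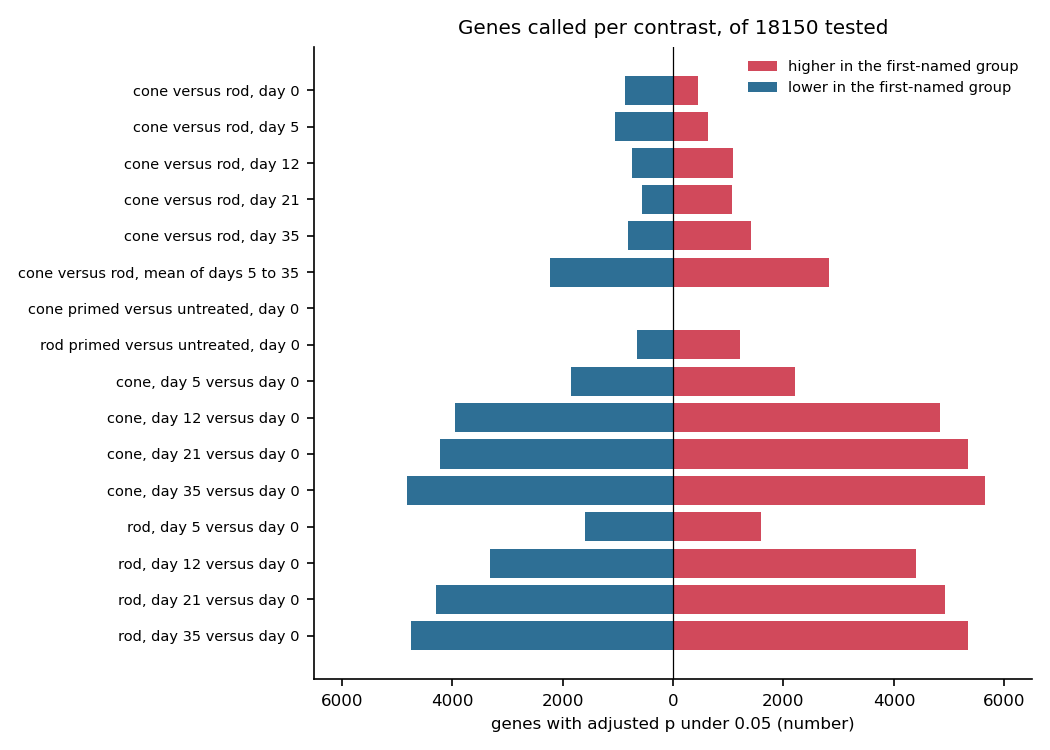
Genes called at an adjusted p under 0.05 in each comparison, with bars for genes higher and genes lower. Comparisons with day 0 gave up to 10467 genes, cone against rod 1320 to 2229 genes at single days, and cone primed against untreated cells gave 0.

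Genes called at a day were called at the next more often than by chance. Days 21 and 35 shared 993 called genes, of which 991 moved the same way, against 201 shared genes by chance. Days 0 and 5 shared 546, of which 536 moved the same way, against 123 by chance. The overlap was smaller from day 5 to day 12, with 460 of the 1685 genes called at day 5 shared, against 170 by chance. From day 12 to day 21, 638 of the 1833 genes called at day 12 were shared, against 165 by chance. Of the 4711 genes called at any of the 4 days after day 0, 3002 were called at exactly 1 day, 222 were called in the same direction at all 4 days (105 higher and 117 lower in cone cells), and 61 were called in both directions. At all 5 days 96 genes were called the same way, 25 higher and 71 lower in cone cells.

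The genes with the largest differences at day 0 were Calb2 and Npy among rises and Cyp26b1 and Dhrs3 among falls. Calb2 had a log2 fold change of cone over rod of 3.45 ± 0.57 (n = 3 per group, adjusted p 0.000266 by edgeR), and Npy of 3.38 ± 0.81 (adjusted p 0.0100, or 0.0817 without rod primed replicate 3). Cyp26b1, which encodes an enzyme that breaks down retinoic acid, had -7.63 ± 0.93 (adjusted p 3.22e-06), and Dhrs3, which encodes a retinal reductase, had -7.52 ± 0.50 (adjusted p 6.90e-11). At day 5 Col1a1 had 5.75 ± 0.81 (adjusted p 3.00e-05), while Pax8 had -6.06 ± 0.92 (adjusted p 7.88e-05) and Cyp26b1 -5.37 ± 0.65 (adjusted p 4.40e-06). At day 12 Olig2 had 5.98 ± 0.59 (adjusted p 3.88e-07), Grem1 4.23 ± 0.55 (adjusted p 7.99e-06), Cyp26a1 -5.57 ± 0.45 (adjusted p 1.76e-08) and Pou3f4 -5.19 ± 0.56 (adjusted p 6.61e-07).

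At day 21 Olig2 was at least 43.7-fold higher in cone cells (adjusted p 2.77e-07 by edgeR) and Lyz2 had a log2 fold change of 6.42 ± 0.88 (n = 3 per group, adjusted p 1.95e-05). Cyp26b1 had -5.32 ± 0.64 (adjusted p 3.98e-06) and Cyp26a1 -4.78 ± 0.43 (adjusted p 1.03e-07). At day 35 Edaradd was at least 40.6-fold higher (adjusted p 2.17e-07) and Olig2 at least 17.9-fold higher (adjusted p 1.54e-06), while Cyp26a1 had -5.74 ± 0.45 (adjusted p 1.57e-08) and Sst -5.65 ± 1.40 (adjusted p 0.00740, or 0.192 with voom quality weights). The genes named for the mean of days 5 to 35 were Olig2 (5.96 ± 0.35, adjusted p 3.98e-12), Edaradd (4.40 ± 0.27, adjusted p 2.46e-12), Cyp26a1 (-5.20 ± 0.22, adjusted p 2.19e-15) and Pou3f4 (-5.01 ± 0.27, adjusted p 2.66e-13). In rod cells Olig2 was at the floor at days 21 and 35 and Edaradd at day 35, and with those days at their bound the means were 4.16 and 4.13. Cyp26a1 (ENSMUSG00000024987, chromosome 19, 37697808 to 37701528, protein-coding) had 22.7 ± 12.7 CPM (SD, n = 3) in untreated cells and 255 ± 27.9 CPM in rod primed cells. Olig2 lies on chromosome 16, 91225550 to 91228677 (ENSMUSG00000039830, protein-coding).

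Comparisons with day 0 within each condition asked how expression changed in culture. In cone cells edgeR called 4056 genes at day 5 (2206 higher, 1850 lower), 8784 at day 12, 9554 at day 21 and 10467 at day 35 (5649 higher, 4818 lower). In rod cells it called 3185 at day 5 (1590 higher, 1595 lower), 7701 at day 12, 9216 at day 21 and 10089 at day 35 (5341 higher, 4748 lower). Leaving out 1 library lowered the day 5 counts to 2419 in cone cells (without cone primed replicate 2) and 1950 in rod cells (without rod day 5 replicate 2), and changed the later counts by less than 1.5 times. At day 35 the conditions shared 8027 called genes, of which 7963 moved the same way, against 5818 shared genes by chance. Across genes, which are not independent replicates, the log2 fold changes of the conditions at day 35 had a Pearson r of 0.848 and a Spearman rho of 0.831.

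By day 35 of cone culture Fmod was at least 430-fold higher than in cone primed cells (adjusted p by edgeR 1.06e-09). Sfrp2 was at least 307-fold lower (adjusted p 2.61e-12) and Fabp7 had a log2 fold change of -9.14 ± 0.68 (n = 3 per group, adjusted p 1.24e-11). In rod culture Scn7a was at least 1021-fold higher, Serpina3n at least 278-fold higher and Gngt2 at least 149-fold lower than in rod primed cells (adjusted p 6.87e-11, 1.98e-09 and 2.90e-07). Nrl was the remaining gene named by the rule and was at least 242-fold lower (adjusted p 0.000117).

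Rods and cones are the fates named in the labels, and their genes were followed in each condition. Of the fixed genes, Opn1mw did not pass the filter on low counts. For the 10 fixed genes tested and reported, Sox15 included, edgeR called 2 in cone against rod at day 5 and 2 over the mean of days. It called 0 at days 0, 12, 21 and 35, where 1, 4, 5 and 0 had an unadjusted p under 0.05. Adjusted over the list alone, the counts were 0 at day 0, 2 at day 5, 0 at day 12, 3 at day 21, 0 at day 35 and 1 over the mean of days. At day 5 Opn1sw was higher in cone cells with a log2 fold change of 3.51 ± 0.95 (n = 3 per group, adjusted p 0.0184, or 0.101 without rod day 5 replicate 1). Its level was 11.5 ± 6.54 CPM (SD) in cone cells and 0.959 ± 0.562 CPM in rod cells at that day, and at days 21 and 35 it was not detectable at this depth. Over the mean of days Arr3 had 2.58 ± 0.93 (adjusted p 0.0413, and 1.00 without replicate 2). That value rests in part on fitted values at day 21, where rod cells were at the floor, and at day 35, where both groups were. With these days at their bound or at 0 the mean was 0.95. Computed by limma on the deposited TPM with a pseudocount of 1, the Arr3 value over the mean of days was -0.33 and the Crx value -0.039. The TPM may come from the strand opposite to the one counted, so it cannot test the direction in counts.

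Mki67, a gene of dividing cells, was called lower in cone than in rod cells at day 5 and over the mean of days. It had a log2 fold change of -1.07 ± 0.29 at day 5 (n = 3 per group, adjusted p 0.0199 by edgeR, or 0.124 without cone day 5 replicate 1), 0.20 ± 0.29 at day 12 (adjusted p 0.756) and -0.52 ± 0.15 over the mean of days (adjusted p 0.00801, or 0.0748 without replicate 1).

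Most photoreceptor genes ended lower than they began. Between day 0 and day 35 Crx had a log2 fold change of -5.74 in cone cells and -6.88 in rod cells (n = 3 per group, adjusted p 2.60e-07 and 5.74e-08 by edgeR), and its level went from 484 CPM in untreated cells to 8.65 CPM in cone and 3.77 CPM in rod cells. Otx2 had -5.52 and -5.42 (adjusted p 3.55e-09 and 5.76e-09), Gnat2 -4.77 and -3.97 (adjusted p 3.10e-07 and 6.48e-06) and Thrb -1.22 and -2.05 (adjusted p 0.0158 and 0.000254). Opn1sw was at least 9.91-fold lower in cone and 20.6-fold lower in rod cells, and Arr3 at least 5.45-fold and 5.43-fold lower. Nrl had -7.06 in cone cells (adjusted p 0.00115). Nr2e3 had -4.50 in cone cells (adjusted p 0.0548) and was at least 147-fold lower in rod cells (adjusted p 0.00332, or 0.138 with voom quality weights). Between day 0 and day 5 of cone culture Nr2e3 rose by 4.18 (adjusted p 0.0342), while Gnat2 had -1.71 (adjusted p 0.0158). On the deposited TPM with a pseudocount of 1, Opn1sw changed by 0.98 in cone and 0.36 in rod cells between day 0 and day 35. Gnat2 changed by 0.14 in rod cells. Both are the reverse of the direction in counts, but the TPM may come from the opposite strand and cannot test that direction. These time comparisons of the fixed genes were chosen after their levels were seen.

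**Figure D3:**
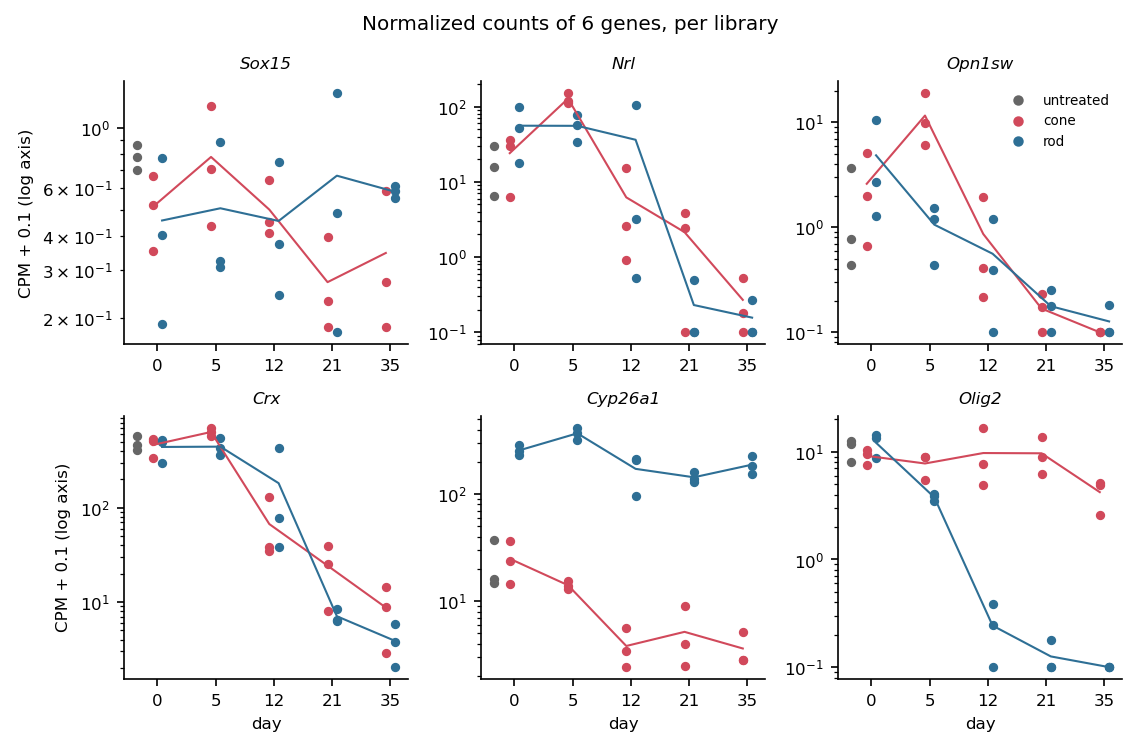
Expression of Sox15, Nrl, Opn1sw, Crx, Cyp26a1 and Olig2 by day, as CPM plus 0.1 on a log axis, 1 point per library and a line through group means. Crx went from 484 CPM in untreated cells to 8.65 CPM in cone and 3.77 CPM in rod cells at day 35, and Cyp26a1 was lower in cone than in rod cells at every day.

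The series title names Sox15, a transcription factor gene, as promoting cones and inhibiting rod fate. Sox15 (ENSMUSG00000041287, chromosome 11, 69655314 to 69656727, protein-coding) had 1 to 19 counts per library. Its level was 0.682 ± 0.0837 CPM (SD, n = 3) in untreated, 0.412 ± 0.157 in cone primed and 0.357 ± 0.298 in rod primed cells. At day 35 it was 0.247 ± 0.210 CPM in cone and 0.482 ± 0.0291 CPM in rod cells. The log2 fold change of cone over rod was 0.35 ± 0.82 at day 0, 0.70 ± 0.69 at day 5, 0.19 ± 0.75 at day 12, -1.64 ± 0.81 at day 21, -0.92 ± 0.78 at day 35 and -0.42 ± 0.38 over the mean of days. The adjusted p by edgeR was 0.870, 0.597, 0.922, 0.231, 0.516 and 0.459, so no difference in Sox15 was detectable at this depth. A change of the difference with day was not called either (adjusted p 0.415). The value at day 0 was -0.16 without rod primed replicate 3 and 1.10 without rod primed replicate 1.

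Marker lists were compared to ask which cell classes and pathways differed between conditions. By fry, 83 of 180 list tests were called, 43 higher and 40 lower, and 65 were called by camera, the alternative that moved this count most. Over the mean of days 5 to 35, 14 of 18 lists were called. The retinoic acid response list was lower in cone cells at every day, with median log2 fold changes of -3.35 at day 0, -3.45 at day 5, -2.48 at day 12, -1.94 at day 21 and -1.84 at day 35 (adjusted p by fry 3.49e-12, 1.15e-10, 6.22e-09, 2.87e-09 and 4.61e-09). Its median over the mean of days was -2.61 (adjusted p 2.57e-14), 0 of 9 genes were higher, and 6 were called over all genes and 7 adjusted over the list alone. In rod primed against untreated cells the same list had a median of 3.48 (adjusted p 5.63e-12), and 0 of 18 lists were called in cone primed against untreated cells, where the smallest adjusted p was 0.245.

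The retinal progenitor list (median -0.50, adjusted p by fry 1.45e-05), BMP response (-0.54, 5.11e-05), Wnt response (-0.18, 0.00239), cell cycle (-0.46, 0.0126) and Muller glia (-0.11, 0.0337) were lower in cone cells over the mean of days. Genes called over all genes, then adjusted over the list alone, were 7 and 8 of 12, 5 and 5 of 9, 4 and 4 of 8, 7 and 9 of 10, and 6 and 6 of 10. Of those called over all genes, 1 Wnt response gene and 2 Muller glia genes were higher in cone cells, and 5 of 10 Muller glia genes were higher. Higher in cone cells were microglia (2.44, 5.11e-05), lens (2.04, 0.000142), mesenchyme (1.16, 0.00175), astrocyte (0.50, 0.00310), endothelium (0.42, 0.00350) and retinal pigment epithelium (1.42, 0.0271). Their called genes were 7 and 7 of 7, 6 and 6 of 6, 8 and 8 of 10, 4 and 4 of 8, 3 and 3 of 4, and 4 and 4 of 4. Those called higher over all genes were 7 of 7 for microglia, 4 of 6 for lens, 6 of 8 for mesenchyme, 3 of 4 for astrocyte, 2 of 3 for endothelium and 3 of 4 for retinal pigment epithelium. With days at the floor set to their bound, the medians were 1.18 for lens, 1.29 for mesenchyme, 0.29 for endothelium and 1.36 for retinal pigment epithelium. Of the lens genes 4 of 6 were higher, with Crybb1 (-1.45) and Crybb3 (-0.81) lower, and the median was -0.81 when genes under a mean of 1 CPM were removed. Retinal ganglion cell (0.49, 0.376), amacrine and horizontal cell (0.39, 0.771) and bipolar cell (-0.18, 0.897) were not called, and with bounds their medians were -0.017, 0.13 and -0.29. Retinoic acid response, retinal progenitor, microglia, BMP response, mesenchyme, cell cycle and shared photoreceptor were called by both fry and camera, and the other 7 lists by fry alone. Without replicate 3, 7 lists were no longer called: cone photoreceptor (0.241), shared photoreceptor (0.228), cell cycle (0.0981), Muller glia (0.440), retinal pigment epithelium (0.256), mesenchyme (0.0805) and endothelium (0.270). Without replicate 1, astrocyte (0.158) and Wnt response (0.0761) were not called, and the endothelium median was -0.24.

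The cone and the rod photoreceptor lists both had medians above 0 in cone against rod cells over the mean of days, but the rod list was not called. The cone photoreceptor list had a median of 0.90 (adjusted p by fry 0.0432, 10 of 10 genes higher), the rod photoreceptor list 1.36 (adjusted p 0.162, 9 of 12 higher) and the shared photoreceptor list 1.24 (adjusted p 0.0271, 9 of 9 higher). Called genes over all genes, then adjusted over the list alone, were 2 and 1, 2 and 2, and 5 and 5. With days at the floor set to their bound, the medians of the cone and rod photoreceptor lists were 0.62 and 1.30. Over 9 alternatives the cone list was no longer called under 3 (adjusted p by fry or camera 0.00402 to 0.122). At day 5 the medians were 0.86, 0.78 and 1.09 (adjusted p 0.0768, 0.624 and 0.29998). The cone list at day 5 was called under 3 of 9 alternatives (adjusted p 0.00932 to 0.0934) and the shared list under 1 (0.00983 to 0.293). At day 12 they were 0.28 (0.028 without 1 gene at the floor in both groups), -1.58 and -1.06, and without rod day 12 replicate 2 they were 1.42, 2.04 and 1.25. At day 21 the medians were 1.25 (0.95 with genes at the floor set to their bound), 3.82 and 2.55 (adjusted p 0.104, 0.0831 and 0.0323). Among 9 alternatives at day 21 the cone list was called under 2 (0.0388 to 0.210), the rod list under 1 (0.00253 to 0.202), and the shared list was no longer called under 1 (0.000446 to 0.102). Without cone day 21 replicate 1 the rod list was called (0.0150), and without cone day 21 replicate 2 the shared list was not (0.110). At day 35 they were 1.47 (0.87 with bounds), 2.11 (1.79 with bounds) and 2.46 (adjusted p 0.290, 0.534 and 0.161).

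From day 0 to day 35 most retinal neuron lists were lower and the glial and mesenchyme lists higher. The cone photoreceptor list had medians of -6.19 in cone and -6.71 in rod cells (-4.46 and -4.74 with bounds, adjusted p by fry 1.19e-06 and 1.54e-06). The rod photoreceptor list had -1.15 in cone cells (adjusted p 0.599) and -5.71 in rod cells (-4.85 with bounds, adjusted p 0.0450, or 0.0395 to 0.365 over 9 alternatives). That difference between conditions, tested as a change from day 0, had an adjusted p by fry of 0.227. Muller glia rose by 3.24 and 1.70, and astrocyte by 4.67 and 5.19 (3.86 and 3.89 with bounds). Mesenchyme rose by 9.55 in cone and 6.86 in rod cells (8.24 and 6.70 with bounds, adjusted p 1.61e-08 and 8.10e-08). Microglia rose by 5.09 in cone cells (4.24 with bounds, adjusted p 0.000917) and had -0.12 in rod cells (0.14 with bounds, adjusted p 0.998). Whether the microglia changes differ between conditions was not tested. Retinal ganglion cell had -5.48 and -5.53 (-5.22 and -4.12 with bounds), amacrine and horizontal cell -2.54 and -2.26, and cell cycle -1.26 and -1.73. Bipolar cell was not called in either condition, with 1.37 and -0.43 (-0.41 and -0.57 with bounds, adjusted p 0.534 and 0.166). Retinoic acid response had 2.31 in cone cells and 0.29 in rod cells (adjusted p 1.86e-09 and 0.000198).

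**Figure D4:**
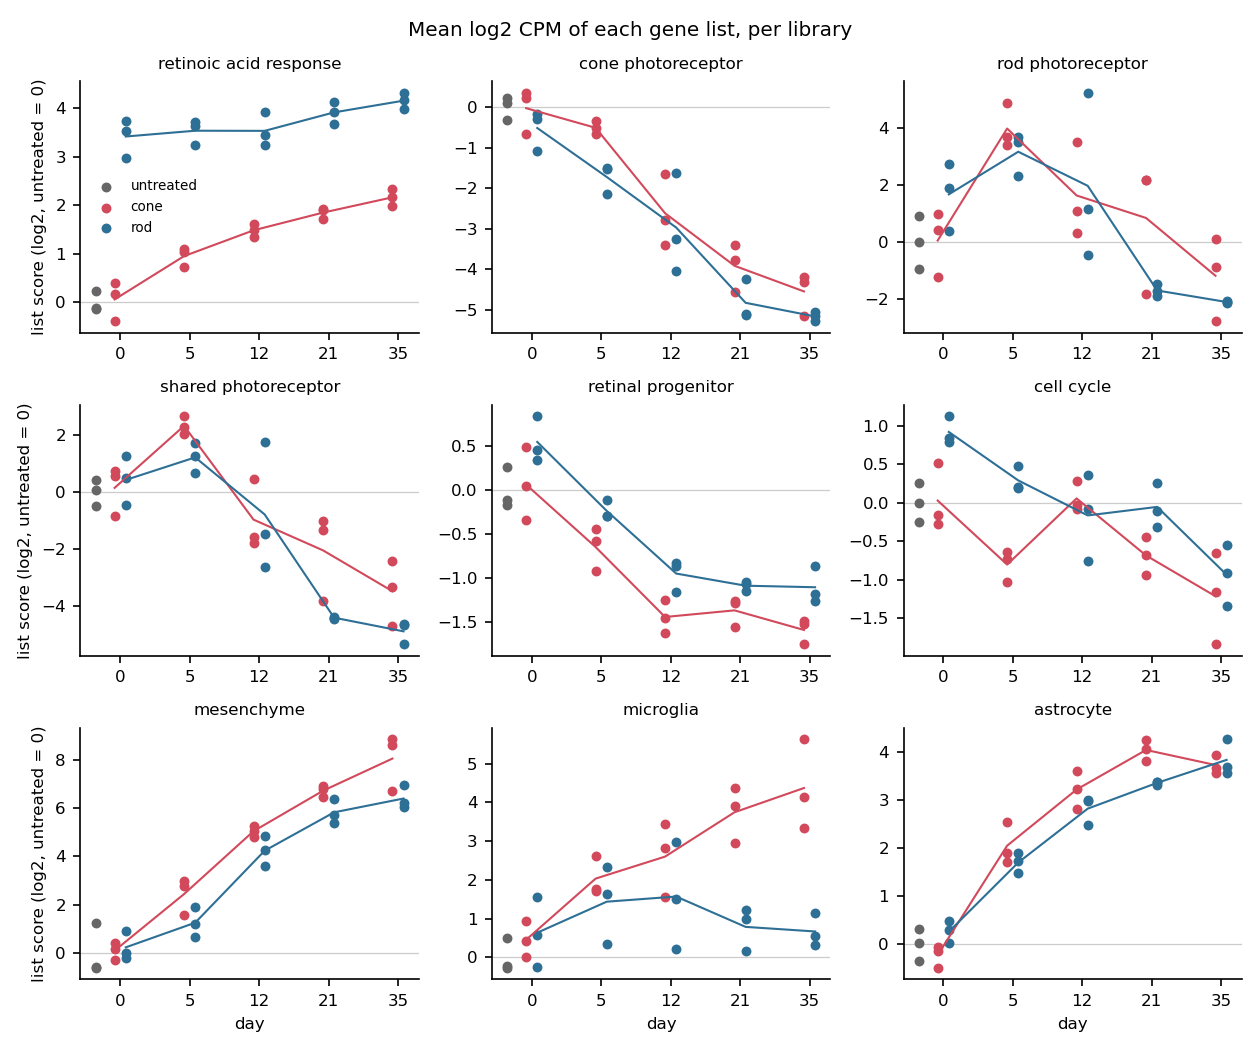
Mean log2 CPM of 9 marker lists in each library, relative to the mean of the untreated libraries, by day and condition, 1 point per library. The retinoic acid response list was lower in cone than in rod cells at every day, with medians from -3.45 to -1.84.

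Whether the cone minus rod difference changed with day was tested by the interaction of condition and day. EdgeR called 1674 genes, and 4732 had an unadjusted p under 0.05. Leaving out replicate 3 of every group gave 54 genes, leaving out replicate 1 gave 772 and leaving out replicate 2 gave 1325, while voom quality weights gave 4758. The 3 genes with the smallest p-values were Csn3, Rarb and Atoh8. Csn3 (ENSMUSG00000001622, chromosome 5, 87925579 to 87932665, protein-coding) was at least 73.3-fold lower in cone cells at day 0 and had a log2 fold change of 3.73 ± 0.46 at day 35 (n = 3 per group, interaction adjusted p 9.29e-09). Rarb (ENSMUSG00000017491, chromosome 14, 16430842 to 16575472, protein-coding) encodes a retinoic acid receptor and went from -7.24 at day 0 to -2.01 at day 35 (adjusted p 1.04e-08). Atoh8 (ENSMUSG00000037621, chromosome 6, 72206177 to 72235577, protein-coding) went from -5.73 to -0.71 (interaction adjusted p 1.83e-08). At day 35 itself Atoh8 was not called (adjusted p 0.0517 by edgeR).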

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

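The tests against other splits of the libraries, a few abundant genes, depth and a single library were chosen only after the results were seen, and the tests on GC content and gene length before.

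The difference between cone and rod cells changed with day in 1674 genes by the interaction test of edgeR. The real assignment of libraries was the only 1 of 100 splits, which shuffled cone and rod within each day, that gave as many genes. The largest count in another split was 593. Such shuffling also breaks up a difference that is constant over days. These splits therefore cannot tell a change with day from a constant difference between conditions. Without the ribosomal-RNA-like and mitochondrial genes 1697 genes were called, and with counts thinned to equal totals 1360, which argues against a few abundant genes or unequal depth as the whole cause. After each library's trend with GC content was removed 1721 genes were called, 1531 of them among the original genes, and after removing the trend with gene length 1652, with 1514 shared. Without rod day 12 replicate 2, 1633 genes were called. Leaving out replicate 3 of every group gave 54 genes, so the count depends on those 11 libraries, and the cause was not tested. A change in cell composition between days and the treatment itself stay open, and neither can be separated from condition and day in bulk RNA.

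Among genes named in the report, 13 had such a change with day (n = 3 libraries in each of 10 groups). The smallest adjusted p-values by edgeR were those of Csn3 (9.29e-09), Rarb (1.04e-08), Atoh8 (1.83e-08) and Olig2 (4.55e-07). The others were Dhrs3 (1.43e-05), Tnfrsf1b (9.76e-05), Lyz2 (0.00125), Grem1 (0.00451), Podn (0.00816), Edaradd (0.0213), Cyp26a1 (0.0236), Serpina3n (0.0326) and Npy (0.0426). Csn3 reversed, from at least 73.3-fold lower in cone cells at day 0 to a log2 fold change of 3.73 at day 35. Rarb was called lower in cone cells at each day and went from -7.24 to -2.01. Atoh8 had negative values at each day, from -5.73 to -0.71. It was not called at day 21 (-0.66, adjusted p 0.0862 by edgeR) or at day 35 (adjusted p 0.0517). No explanation was tested for single genes beyond those for the whole count.

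The retinoic acid response list also differed between days. Relative to day 0 the cone minus rod difference rose by a median log2 value of 0.99 at day 5, 1.85 at day 12, 1.70 at day 21 and 2.16 at day 35, with 6 of 9 genes higher each time. The adjusted p by fry over 16 list tests was 0.00388 at day 5 and 3.16e-05 at each of days 12, 21 and 35. The gap narrowed while the list median rose by 2.31 in cone cells from day 0 to day 35 (adjusted p by fry 1.86e-09), against 0.29 in rod cells (adjusted p 0.000198). Members did not move alike, since 5 of 9 genes were higher at day 35 in each condition. Of the called genes, 5 of 7 in cone cells and 4 of 6 in rod cells were higher at day 35. The mean score of the list per library, relative to untreated cells, went from between -0.39 and 0.40 in cone primed cells to between 1.99 and 2.34 in cone cells at day 35, and from between 2.98 and 3.74 to between 3.97 and 4.31 in rod cells. Why it rose in cone cells was not tested, and the labels do not describe the medium. The 1697 genes called without the abundant genes and the 1360 at equal totals argue against those technical sources as the whole cause of the change with day. Under both alternatives the list stayed called in cone against rod cells at each day, but its change between days was not tested under them.

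The rod photoreceptor list differed at day 21 from day 0 by a median of 5.65, with 12 of 12 genes higher and an adjusted p by fry of 0.04998, just under the threshold. The shared photoreceptor list, with a median of 2.57, had 0.0808 and was not called. In cone against rod cells at day 21 the rod photoreceptor list itself had an adjusted p of 0.0831, so the evidence for a difference at that day is weak. A higher share of photoreceptor-like cells in the cone cultures may account for it, but composition was not tested. With counts thinned to equal totals the list at day 21 was not called, as in the main test, and its change from day 0 was not tested at equal totals or after the GC correction. The whole-count tests (1721 genes after the GC correction) do not decide it.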

How the results depend on the processing

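Of the 18 counts of called genes or lists, 18 of 18 stayed within 1.5 times with RLE size factors, without the filter on low counts, with a filter at a mean of 1 CPM, with thinned counts, with a replicate block, and without ribosomal-like and mitochondrial genes. No alternative moved the median of all genes by over 0.1 on the log2 scale. With voom quality weights the cone against rod counts were 3200 at day 0, 3371 at day 5, 4146 at day 12 and 3699 at day 21. In rod primed against untreated cells 3768 genes were called, 4896 in rod day 5 against day 0 and 4758 for the change with day. Rod day 12 replicate 3 had a voom weight of 5.16, against 0.403 and 0.246 for replicates 1 and 2. For rod day 21 the weight of replicate 3 was 2.77, against 0.518 and 0.588. The voom values at those days therefore rest largely on replicate 3 of the rod cells. A model of the compared libraries only estimates its dispersion from 6 libraries and tests fewer genes. It gave 2084 at day 0, 2780 at day 5, 363 at day 12, 1456 at day 35 and 2912 for rod priming. The main model shares its spread over all groups. The biological coefficient of variation by group was 0.158 in cone primed, 0.139 in rod primed, 0.147 in cone day 5 and 0.160 in rod day 5 cells. At day 12 it was 0.241 in cone and 0.355 in rod cells, and at day 35 0.204 and 0.243. The main counts therefore do not reflect the spread of each day alone. DESeq2 gave 3012 genes for the change with day. The share of called genes higher in cone cells moved from 34.4% to 46.9% at day 0 and from 37.5% to 47.9% at day 5 with voom, and to 51.8% and 49.7% with the compared libraries only. For rod priming the share higher in rod primed cells moved from 65.3% to 53.6% with voom and 52.8% with the compared libraries only. The causes were not tested beyond that.

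Leaving out 1 library removes replicates and mostly lowered the counts. Across these fits cone against rod gave 573 to 1227 genes at day 0, 891 to 1348 at day 5, 986 to 2544 at day 12, 952 to 1485 at day 21, 1460 to 1948 at day 35 and 2574 to 5676 over the mean of days. Rod priming gave 829 to 1619, cone day 5 against day 0 gave 2419 to 3725 and rod day 5 gave 1950 to 2570. The lowest counts came without cone primed replicate 3 (day 0), rod day 5 replicate 1 (day 5), cone day 12 replicate 3 (day 12), rod day 21 replicate 3 (day 21), rod day 35 replicate 1 (day 35), replicate 3 (mean of days), rod primed replicate 3, cone primed replicate 2 and rod day 5 replicate 2. Later days against day 0 stayed within 1.5 times. The change with day gave 54 (without replicate 3) to 1633 genes. The highest values over the mean of days and for the change with day came without rod day 12 replicate 2, a fit added after seeing the data.

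Sox15 was called under none of the alternatives, and its direction was not stable, with 1 to 19 counts per library. On the deposited TPM with a pseudocount of 1 and of 0.1 its log2 fold change was -0.75 and -1.76 at day 0, -0.55 and -1.46 at day 12, 0.11 and 0.15 over the mean of days, 0.58 and 1.54 for cone day 35 against day 0, and -0.019 and -0.023 for rod day 35 against day 0. The TPM may come from the strand opposite to the one counted, as described among the other observations. Its values therefore cannot test the direction of Sox15 in counts. In counts, the log2 fold change of Sox15 was -0.43 at day 12 with voom and -0.48 for rod day 35 with untreated cells as the baseline. Leaving out 1 library gave -0.16 to 1.10 at day 0, -0.18 (without rod day 12 replicate 1) to 0.92 at day 12.

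Other genes reversed on the deposited TPM at pseudocounts 1 and 0.1, which the strand of the TPM, described among the other observations, may account for in part (rho 0.531 with the opposite strand). Over the mean of days Arr3 had -0.33 and -1.01, Thrb -0.064 and -0.021, Crx -0.039 and -0.22, and Otx2 -0.23 at 0.1. At day 5 Thrb had -0.15 at 1 and Arr3 -0.0100 at 0.1. From day 0 to day 35 Opn1sw had 0.98 and 1.53 in cone cells and 0.36 and 0.56 in rod cells, and Gnat2 in rod cells had 0.14 and 0.25. Otx2 over the mean of days was -0.080 (without replicate 2) to 0.19. Besides these, TPM weakened 13 and 12 named-gene values at the pseudocounts of 1 and 0.1, and left 21 and 21 the same. With counts, 6 values strengthened and 2 weakened under voom, 5 strengthened with the compared libraries only, 1 weakened with thinned counts and 2 strengthened with DESeq2. In addition, 1 strengthened with the replicate block, 1 strengthened without the filter on low counts and 1 weakened with untreated cells as the baseline. Leaving out libraries left 427 gene values the same, weakened 15 and strengthened 2. The comparisons of the fixed genes included here were chosen after their levels were seen.

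Some lists reversed, including lists with medians far from 0, such as rod photoreceptor at day 12 (-1.58), lens over the mean of days (2.04) and endothelium in rod day 35 against day 0 (2.70). The shared photoreceptor list at day 0 was 0.056 with voom, 0.034 with the compared libraries only and 0.019 with a replicate block. At day 12 voom, with a weight of 5.16 on rod day 12 replicate 3, gave 0.52 for the rod and 0.39 for the shared photoreceptor list. The compared libraries only gave -0.039 for the cone photoreceptor list at that day. The endothelium list, whose tested genes depend on the filter, was 0.21 at day 0, -0.52 at day 21 and -0.083 in rod day 35 against day 0 without a filter, and 0.20 at day 0 with the compared libraries only. The lens list with a filter at 1 CPM, which removes genes, was -0.52 at day 12, -0.43 at day 21, -0.77 at day 35 and -0.81 over the mean of days, and -0.77 at day 35 with the compared libraries only. Leaving out 1 library or number gave -0.57 to 1.42 for the cone, -3.10 to 2.04 for the rod and -2.03 to 1.25 for the shared photoreceptor list at day 12, with each highest value without rod day 12 replicate 2. It gave -0.21 to 0.24 for the shared photoreceptor list at day 0, -0.85 to 0.14 for bipolar cells over the mean of days (0.14 without replicate 3), and for endothelium -0.71 to 0.20 at day 21, -0.24 to 0.47 over the mean of days (-0.24 without replicate 1) and -0.28 to 0.25 in rod day 35 against day 0. Where not stated, the cause was not tested.

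The retinoic acid response list was called under all alternatives and all fits without 1 library at each day and over the mean of days, and so were the progenitor, BMP and microglia lists over the mean of days. Camera kept 71 of the reported list results, weakened 27 and strengthened 3. The compared libraries only weakened 23, thinned counts 14, voom 7, the absence of a filter 5 and the filter at 1 CPM 5, while leaving out libraries weakened 71 and left 462 the same. The 79 list tests not reported singly gave 44 reversed, 627 unchanged and 33 newly called values under the other alternatives, and 73, 384 and 17 when libraries were left out. They were set apart after reversals had been seen. Values could not be had under some alternative for 41 named-gene values and 7 list tests, whose genes did not pass that filter.

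Whether replicate numbers pair the groups was tested on residuals. Of 165 same-numbered pairs of libraries 48 correlated over 0.1, with a median r of 0.0164 against -0.0114 for 330 pairs with different numbers, and in 0 of 55 pairs of groups did all numbers pass, so pairing was not established. With a replicate block edgeR called 1363 genes at day 0, 1736 at day 5, 1903 at day 12, 1702 at day 21, 2256 at day 35, 5103 over the mean of days and 1783 for the change with day, and 99 list results kept direction and call. Under the block the shared photoreceptor list at day 0 reversed and the Wnt response list, cone versus rod, day 12, was no longer called (median -0.37, adjusted p by fry 0.0706, range 0.0229 to 0.429 over its 9 alternatives). The depth of 7511837 to 19166442 counts limits genes under about 1 CPM, such as Sox15 and Opn1sw after day 5, whose differences were not detectable.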

Other observations

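The tests against other splits, the depth tests on rod day 12 replicate 2 and both tests on shared cultures were chosen only after the results were seen. The exact binomial test on replicate 2 was run because its pattern had been noticed, so its p-value is not independent of that observation. The other tests here were chosen before their results were seen.

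For comparisons of 3 against 3 libraries there are 10 splits, so the share of splits as large as the real one cannot go under 0.1 and these counts decide little. In 14 comparisons 1 of the 10 splits, the real one, gave as many genes: cone against rod at each of the 5 days, rod primed against untreated cells, and each later day against day 0 in both conditions. The largest counts in another split were 1008 genes for cone against rod at day 12, 843 for rod day 12 against day 0 and 164 for cone against rod at day 35. For cone primed against untreated cells, where 0 genes were called and 200 had an unadjusted p under 0.05, all 10 of 10 splits gave as many. For the mean of days 5 to 35, 1 of 100 splits gave as many genes as the real one, and the largest other count was 171.

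Rod day 12 replicate 2 lay apart from the other rod day 12 libraries. Its root mean square log2 distance from them was 0.860, against 0.619 between the other two and a median of 0.517 over all libraries. On the line from rod day 5 to the other rod day 12 libraries its position was 0.389, and its weight by voom was 0.246. The library had 118 CPM of Xist, against 1300 and 1334 CPM in the others, and 57.7 CPM of the Y-linked gene Ddx3y, against 27.6 and 26.5 CPM. Xist and Ddx3y were singled out after their values were seen. The nearest other group was rod day 5, at a distance of 0.745, less than the 0.860 from its own group. This is not particular to that library. Rod day 12 replicate 1 lay 0.636 from rod day 21 and 0.749 from its own group, and cone day 21 replicate 1 lay 0.642 from cone day 35 and 0.794 from its own. For rod day 12 replicate 2 the smallest ratio of its distance from another group's mean to that group's own largest distance was 1.36. Its 0.860 was also above the 0.619 within its own group, so this ratio cannot decide whether the sample was mislabelled. A different share of male embryos is argued against as the whole cause, since the distance was 0.861 without the 596 genes of X and Y. Its total of 12985662 gene counts was near the 15249412 and 13654708 of the others, and at equal totals the distance was 0.860 against 0.676. A mislabelled sample and a slower course of that culture stay open as explanations. Without this library the photoreceptor lists at day 12 changed from 0.28, -1.58 and -1.06 (cone, rod and shared lists) to 1.42, 2.04 and 1.25, with none called.

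The deposited TPM values ordered the genes differently from the deposited counts. Spearman's rho across genes, which are not independent replicates, was 0.484 even among the 13275 genes with at least 1000 counts, so low counts do not account for it. In 867 pairs of overlapping genes on opposite strands, TPM had a rho of -0.00614 with the gene's own count density and 0.531 with that of the partner. Of the 13 protein-coding mitochondrial genes, mt-Nd6, which lies opposite the others, ranked 1 by TPM and 7 by counts. These values are consistent with TPM made from reads of the strand opposite to the one counted. Why the strands differ was not tested. FPKM and coverage stand beside TPM in the same tables.

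The microglia and mesenchyme lists were higher in cone than in rod cells. A candidate explanation is more cells of those kinds in the cone cultures, and it was tested with second lists of 12 genes each that share no gene with any other list. The second microglia list had a median log2 fold change of 2.09 over the mean of days, with 12 of 12 genes higher and 10 called (adjusted p by fry 0.000133). The second mesenchyme list had 1.42, with 12 of 12 higher and 11 called (adjusted p 3.55e-07). The microglia-like signal was not called at day 5 (median 0.13) and reached 4.18 at day 35. At day 35 Mpeg1 had 16.6 CPM in cone and 0.924 CPM in rod cells, Ctss 14.1 and 0.454, and Csf1r 14.1 and 0.211. Fbn1 had 1200 and 350 CPM, Acta2 1193 and 660, and Col1a1 982 and 160, against 5.75, 0.282 and 1.42 CPM in untreated cells. Not all mesenchyme genes moved alike, since Dcn (-2.21) and Postn (-1.29) were lower in cone cells over the mean of days. Untreated cells already had more than 3 counts in at least 1 library for 4 of 12 genes of the second microglia list and 9 of 12 of the second mesenchyme list, and for 3 of 7 and 9 of 10 genes of the original lists. Expression of these genes by retina-derived cells therefore stays open, for mesenchyme genes above all, and so does growth of a few cells carried over from dissection.

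The mean score of the photoreceptor lists was highest in replicate 2 in 7 of the 8 groups after day 0, against 2.67 groups by chance (exact binomial test, one-sided, p 0.00259), a pattern noticed before it was tested. By list it was 6 groups for cone, 6 for rod and 7 for shared photoreceptor genes. Libraries with the same number may come from the same culture. In a first test 34 of 84 same-numbered pairs after day 0, or 40.5%, had residuals correlated over 0.1, short of the 50% line drawn for it. In a second test the mean correlation was 0.0606, with a permutation p of 0.0123 over 100000 renumberings, and over all groups it was 0.0242 with a permutation p of 0.0521. The tests point different ways, so shared cultures and independent ones cannot be told apart here.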
